A study of Rattus norvegicus with 7 samples. Its data were reported in "The transcription factor NRSF contributes to epileptogenesis by selective repression of a subset of target genes" (2014).

How the data were processed

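RNA from the CA1 field of 7 rats after KA-induced SE was hybridised to Illumina RatRef-12 BeadChips, with the RNA of 1 rat on each array according to the study's methods, so that n counts rats. The groups came from the sample labels: 4 rats received the NRSE ODN and 3 the Scrambled ODN. The labels place the first infusion 3 hours after SE was stopped, whereas the study's methods place it on the next day. The methods also describe a smaller infusion on the day after the first, and they place the collection of CA1 tissue within days of SE.

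The deposited table of intensity values gave, for each of 22523 probes and each array, the mean bead signal on a linear scale, its detection p-value, the number of beads and their standard error. Per the file headers the signal is the average over beads, and the values show no background subtraction and no scaling between arrays. The deposited detection p-value is the share of negative control probes at or above the probe's signal. The authors also deposited scaled intensity values, in which each array had been multiplied by 1 factor so that all array means were 465.55. The methods name GenomeStudio (its version is not given in the sources used here), quantile normalization and background correction, but the deposited values show neither of these 2 steps, and the unscaled signals were therefore used. The median number of beads per probe was 41 or 42, and the median bead CV of detected probes was 3.49% to 4.26%. Of all probes 40.9% to 44.1% were detected at p below 0.01 on each array. No pair of arrays held the same values: after scaling, 35.5% to 66.4% of detected probes differed by more than 2 bead standard errors between arrays of a pair.

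Signals were background corrected by normexp, with the negative controls inferred from the detection p-values, given an offset of 16, quantile normalized and put on the log2 scale (limma 3.58.1, neqc, in R 4.3.3). Probes detected (p below 0.01) on at least 3 of the 7 arrays were kept, which left 9914 (44.0%). Gene symbols came from the platform annotation: 13793 probes had 1 symbol, 0 had several and 8730 were not named here. Of the named probes 13752 matched the RefSeq gene table (assembly GRCr8) by gene number, and 0 symbols needed updating. Of the probes kept 7370 had a symbol (7258 genes) and 2544 did not.

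Groups were compared with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjusted p below 0.05 over the probes kept), and differences are NRSE ODN minus Scrambled ODN on the log2 scale with the standard error of the fit. A probe not detected on any array of a group has only a bound there: the brighter group's mean was set against the dim group's mean of the higher of the probe's own value and the lowest detected signal of each array, and the result is given as "at least N-fold". The study's rule for repressed genes (over 20% lower at an unadjusted p below 0.05) and its mirror were counted from the same fit.

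The 41 gene lists were fixed before the data were examined. They covered the study's rescued genes, those of them past its false discovery rate, NRSE genes it lists as not repressed, RE1 neuronal genes, REST and its co-repressors, HCN and potassium channels, sodium and calcium channels, glutamate, GABA-A and glycine receptors, calcium signalling, synaptic vesicles, the postsynaptic density, immediate early genes, neurotrophins and neuropeptides, CA1, CA2 and CA3, dentate and interneuron markers, and markers of astrocytes, reactive astrocytes, microglia and macrophages, oligodendrocytes and their precursors, endothelium and pericytes, choroid plexus, meninges and blood. The remaining lists were interferon-stimulated genes, cytokines with the TLR9 response, complement, antigen presentation, heat shock, apoptosis, glucocorticoid and hypoxia response, cell cycle, cholesterol synthesis, the respiratory chain, ribosomal proteins, extracellular matrix, neurogenesis and axon growth, and reference genes. Lists share members, so their results are not independent. Each list was tested on the brightest probe of each gene with camera at a preset correlation of 0.01, adjusted over the 40 lists with at least 3 genes kept. The list score of a rat is the mean over the list's genes of the log2 value minus the gene's mean over all arrays, and scores were compared by an exact two-sided permutation test over the 35 splits of the 7 rats into 4 and 3. Exact p-values of the lists were not adjusted unless stated.

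Genes named in the text were set by a rule fixed beforehand: per direction the 12 probes with the largest difference among those past the threshold, filled up by the smallest unadjusted p where fewer passed, with unnamed probes counted only; Hcn1, Rest and up to 6 of the rescued genes; up to 4 members of each list described, by smallest p; and Gapdh and Actb. Exceptions are stated where they occur.

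The alternatives fixed beforehand were no background correction, normexp by the saddle method with an offset of 50, offsets of 50 and 1, median scaling, cyclic loess, the deposited scaled values, no filter, a filter for detection on all 7 arrays, eBayes with trend and robust, array weights, each array left out in turn, thresholds of 0.1 and 0.25, the methods' t-test, camera with an estimated correlation, fry, fgsea 1.28.0 on the signal-to-noise ratio with 10000 permutations, and the mean of a gene's probes. Chip as a block was not run because the files show no chip. The fit was tested on simulated data for this comparison with 200 changed probes among 11849 tested. Of probes changed by a log2 difference of 1, 39% were recovered, and 86% of those changed by 2, with 11 false calls. With no change simulated 0 probes were called. Noise was drawn independently for each probe and rat, so these counts do not measure false calls among the correlated probes of real arrays. In 100 simulations of an unshifted list of 23 genes among 5000, camera with the preset correlation called 3% of the lists when genes were uncorrelated and 53% at a correlation of 0.5. With an estimated correlation it called 0% in both cases, and fry called 3% and 1%.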

Results

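Gene expression in the CA1 field of the hippocampus was measured in 7 adult male rats, with 1 rat per array. All 7 rats had undergone status epilepticus (SE, a prolonged seizure) induced by kainic acid (KA), a glutamate receptor agonist, and had then received an oligodeoxynucleotide (ODN, a short synthetic DNA) into the brain, first infused 3 hours after SE was stopped according to the labels. In 4 rats (replicates 6B, 15B, 17B and 19B) the ODN carried the neuron-restrictive silencer element (NRSE), the DNA site bound by the transcriptional repressor NRSF, also called REST, so that the ODN acts as a decoy for the repressor. In the other 3 rats (8B, 13B and 14B) the ODN had a scrambled sequence. According to the study's methods the tissue was taken within days of SE, so the values describe an early state after it. Rats without seizures were not analysed here. The mean probe signal ranged from 402 to 509 intensity units, and 9201 (19B) to 9936 (14B) of the 22523 probes were detected above the negative controls. After the filter on dim probes 9914 probes were kept, of which 7370 carried a gene symbol. The number of arrays limits the precision of every comparison.

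The first principal component held 54.0% of the variance between arrays and the second 18.3%. NRSE ODN replicates 6B, 15B and 19B lay at -30.3, -14.0 and -41.5 on the first component and the Scrambled ODN replicates at 8.65 to 37.9. Replicate 17B, an NRSE ODN array, lay at 20.6, among the Scrambled ODN arrays.

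**Figure D1:**
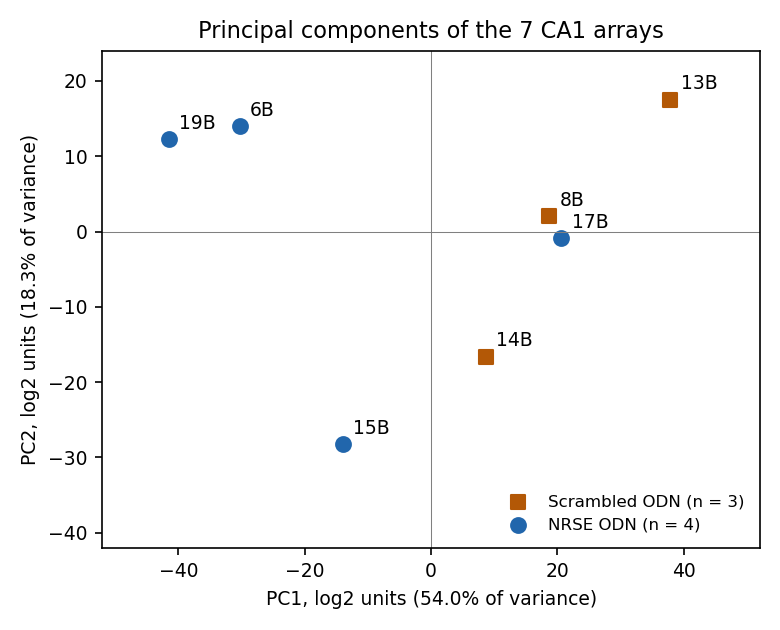
The 7 arrays on the first principal component (horizontal axis, 54.0% of the variance) and the second (vertical axis, 18.3%), both in log2 units, computed over the 9914 probes kept. Circles are the 4 NRSE ODN rats and squares the 3 Scrambled ODN rats, and 17B lies at 20.6 on the first component, between 8B at 18.6 and 13B at 37.9.

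The comparison of the NRSE ODN with the Scrambled ODN asked which CA1 transcripts differed after SE when the decoy for NRSF was given in place of an unrelated sequence. With the NRSE ODN 5 named genes fell and 0 rose. Cd72, a receptor of B cells and myeloid cells, was 15.6-fold lower (log2 difference -3.96 ± 0.39, SE, n = 4 and 3, limma with Benjamini-Hochberg adjusted p = 0.0171). Adgre1, the gene of a classical macrophage surface marker, was 6.30-fold lower (-2.66 ± 0.25), and Pon3, a lactonase associated with lipoproteins, 6.18-fold lower (-2.63 ± 0.25), each with limma adjusted p = 0.0171. Pltp, which transfers phospholipids between lipoproteins, was 2.62-fold lower (-1.39 ± 0.14, limma adjusted p = 0.0171). Hpgds, the haematopoietic prostaglandin D synthase, was detected on 0 of the 4 NRSE ODN arrays and all 3 Scrambled ODN arrays, which makes it at least 2.30-fold lower with the NRSE ODN (limma adjusted p = 0.0360). The sizes depend on the background correction: without it Cd72 differed by -2.53 and Pon3 by -1.40, and with the deposited scaled values by -2.54 and -1.45. The bound for Hpgds fell to at least 1.41-fold (limma adjusted p = 0.190) and at least 1.45-fold (0.149) with these alternatives. Adgre1 and Pltp stayed within 1.5-fold under every alternative.

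These 5 genes and 1 probe with no gene name here made up the 6 probes that passed the threshold, and 0 probes passed it in the higher direction. For each of the 5 genes every NRSE ODN array, 17B included, lay below every Scrambled ODN array. The count fell to 0 without any one of 6B, 19B, 8B and 13B, to 1 without 15B and to 3 without 14B, and it was 23 (22 lower and 1 higher) without 17B. The methods' t-test on the same values gave 903 probes at an unadjusted p below 0.05 and 0 after Benjamini-Hochberg adjustment.

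The next genes in the lower direction did not pass. The macrophage mannose receptor Mrc1 differed by -1.79 ± 0.23 (limma adjusted p = 0.0665, 0.0385 with the deposited scaled values, 0.0483 with offset 50 and 0.0441 with array weights), the phospholipase Plbd1 by -3.01 ± 0.45 (0.153), the lipid amidase Naaa by -1.75 ± 0.27 (0.167), the membrane protein of myeloid cells Ms4a4a by -3.18 ± 0.52 and the apolipoprotein Apoc1 by -2.95 ± 0.51 (both 0.225). Wfdc21 differed by -2.88 ± 0.48 (0.225). Of the 4 NRSE ODN arrays Ms4a4a and Wfdc21 were each detected on 1, Plbd1 on 2 and Mrc1 on 3. Their differences are therefore measured partly against background. Adcy7, an adenylyl cyclase of immune cells, was detected on 0 NRSE ODN arrays and was at least 1.03-fold lower (0.225). With 17B left out Plbd1 and Ms4a4a passed, at limma adjusted p = 0.0271 and 0.0329, and with 14B left out Naaa did, at 0.0151. Without background correction the differences were smaller, at -0.89 for Mrc1, -1.75 for Plbd1, -1.08 for Naaa, -1.69 for Ms4a4a, -2.15 for Apoc1 and -1.47 for Wfdc21.

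In the higher direction no gene passed. The smallest adjusted p belonged to Kcnq5, a potassium channel subunit of the neuronal M-current, at +1.14 ± 0.17 (limma adjusted p = 0.153, +0.52 with the deposited scaled values, higher on all 4 NRSE ODN arrays than on any Scrambled ODN array). The heparin-binding growth factor Ptn differed by +1.01 ± 0.20, the neural transcription factor Pou3f2 by +0.62 ± 0.13, the alarmin Il33 by +0.67 ± 0.15, the mitochondrial protein Higd2a by +0.70 ± 0.14 and the adhesion molecule Clmp by +0.68 ± 0.15 (all with adjusted p = 0.324). Neto2, an auxiliary subunit of kainate receptors, differed by +0.79 ± 0.19, the synaptotagmin Syt12 by +0.72 ± 0.17, the cadherin Cdh13 by +0.63 ± 0.15, Capsl by +0.66 ± 0.16 and the prostaglandin reductase Ptgr2 by +0.58 ± 0.14 (all 0.334). Tecta was detected on 3 NRSE ODN arrays and 0 Scrambled ODN arrays and was at least 1.11-fold higher (0.334). Of the Scrambled ODN arrays Ptgr2 was detected on 1, and Neto2 and Capsl on 2 each, so their differences are also measured partly against background.

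**Figure D2:**
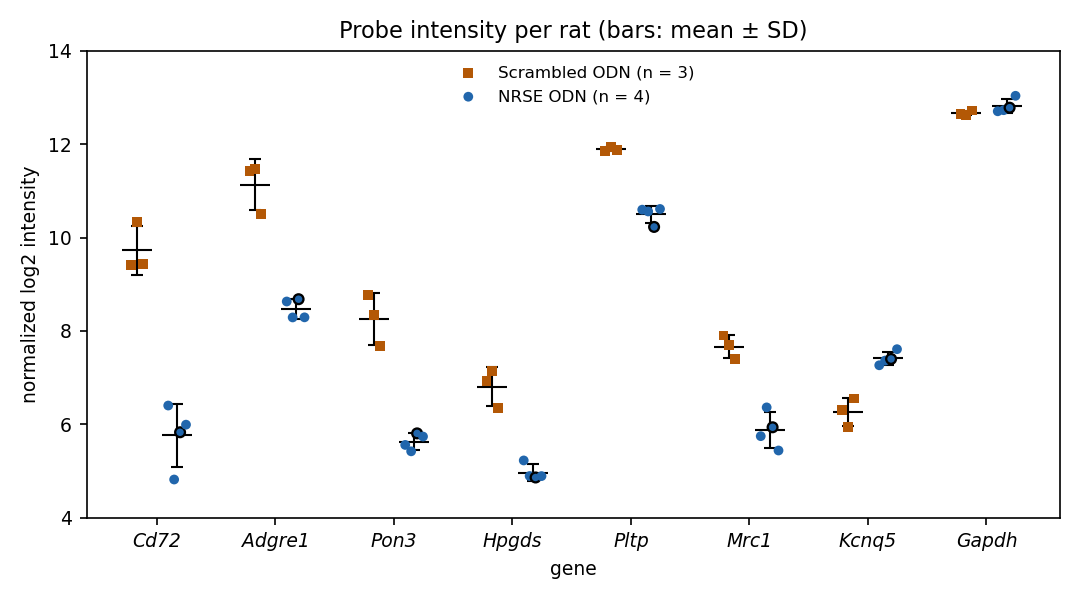
Normalized log2 intensity (vertical axis) of single probes (horizontal axis) in each rat, with bars for the mean and SD of the 4 NRSE ODN rats (circles, 17B with a black outline) and the 3 Scrambled ODN rats (squares). Cd72, Adgre1, Pon3, Hpgds and Pltp were lower in every NRSE ODN rat than in any Scrambled ODN rat.

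At an unadjusted p below 0.05, 1161 of the 9914 probes differed (609 higher and 552 lower with the NRSE ODN). On average 495.7 are expected by chance, an expectation without a spread. Other splits of the rats at the same group sizes gave 79 to 2580 probes, and 1697, 1683 and 1553 were also above the real count. This check was chosen after the result was seen, and it leaves chance open for the count. The balance of the directions moved with the scaling: it was 502 higher and 638 lower with median scaling, 554 and 631 with cyclic loess, and 469 and 778 with the deposited scaled values. Large differences lay mostly in the lower direction, with 176 probes over 2-fold lower and 22 over 2-fold higher at that p. The study applied its rule for repressed genes to seizures against controls. Between the 2 ODN groups that rule, over 20% lower at an unadjusted p below 0.05, gave 595 probes lower with the Scrambled ODN, and its mirror gave 537 probes lower with the NRSE ODN. That balance turned with other scalings, to 306 against 477 with the deposited scaled values, 500 against 632 with median scaling and 530 against 596 with cyclic loess. Without 17B the counts by the rule and its mirror were 1174 and 943, without 13B 280 and 259, without 6B 327 and 357, and without 19B 314 and 350. The groups did not overlap at 1017 probes (10.3%, against 5.71% on average by chance, again an expectation without a spread).

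Of 40 gene lists tested with limma's camera at a preset correlation between genes, 17 were called higher and 9 lower with the NRSE ODN. With an estimated correlation 0 calls held, and fry, which tests each list on its own, called 0; at an unadjusted p below 0.05 both also called 0, and fgsea called 21 lists. The smallest exact p that 4 rats against 3 allow is 0.0286.

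Of 23 microglia and macrophage markers 20 were lower and 3 higher (median log2 difference -0.89, camera adjusted p = 4.9e-08, adjusted p = 0.453 with an estimated correlation). Adjusted over the list alone 11 fell and 1 rose, against 0 adjusted over all probes. Besides Mrc1, the fallen members included the lysosomal protein Laptm5 (-0.62 ± 0.13), the Fc receptor chain Fcer1g (-1.46 ± 0.43) and the complement gene C1qc (-1.21 ± 0.37). The member that rose was P2ry12 (+0.64 ± 0.20), the purinergic receptor of resident microglia, named after its value was seen. Replicate 17B lay apart from its group on this list, at a score of 0.391 against -0.980 to -0.436 in the other NRSE ODN rats and 0.0870 to 0.790 in the Scrambled ODN rats, and the exact two-sided p of the scores was 0.0857.

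Cytokine, chemokine and TLR9-response genes were lower at 20 of 25 members (median -0.96, camera adjusted p = 0.000122, adjusted p = 0.453 with an estimated correlation). Adjusted over the list alone 4 fell, against 0 over all probes, namely Cxcl13 (-4.76 ± 1.12), a chemokine that attracts B cells, the innate immune receptor Tlr2 (-1.28 ± 0.33), the NF-kappaB regulator Nfkbiz (-1.50 ± 0.39) and the inflammatory cytokine Il1b (-2.22 ± 0.60). All 11 complement genes measured were lower (median -0.79, camera adjusted p = 9.4e-05, adjusted p = 0.453 with an estimated correlation), and 3 fell when adjusted over the list alone (0 over all probes), among them Cfd at -2.0 ± 0.43. Of 19 antigen presentation genes 18 were lower (median -0.68, camera adjusted p = 4.6e-05, adjusted p = 0.453 with an estimated correlation), including the class I gene RT1-A1 (-1.94 ± 0.48) and the class II invariant chain Cd74 (-1.82 ± 0.59), and 0 passed adjusted over the list alone, while RT1-A1 passed over all probes without 17B (limma adjusted p = 0.0457). The score of 17B was above 0 on each of these lists, at 0.731, 0.448 and 0.727, where 6B, 15B and 19B were below 0. The Scrambled ODN rat 14B also stood apart from its group, at 0.00178, -0.189 and -0.197. The medians moved with single rats: antigen presentation to -1.06 without 17B, -1.04 without 14B and -0.42 without 13B, cytokines to -0.55 without 19B and complement to -0.51 without 13B.

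Interferon-stimulated genes were lower at 37 of 44 members (median -0.53, camera adjusted p = 0.00290, adjusted p = 0.667 with an estimated correlation). The members with the smallest p were Ifitm1 (-1.0 ± 0.24) and RT1-A1, and 0 passed, whether adjusted over the list alone or over all probes. This list rested on single rats: the camera adjusted p was 0.711 without 15B and 0.615 without 13B, where the median turned to +0.05 and +0.04, while it was -0.98 without 17B and -0.92 without 14B. The NRSE ODN rats scored -0.0877 (6B), -1.65 (15B), 1.37 (17B) and -0.585 (19B) and the Scrambled ODN rats 0.255 (8B), 1.33 (13B) and -0.624 (14B), and the exact p was 0.514. Reactive astrocyte genes were lower at 16 of 18 members (median -0.64, camera adjusted p = 0.000523, adjusted p = 0.453 with an estimated correlation), with the copper oxidase Cp at -1.06 ± 0.26, the iron carrier protein Lcn2 at -1.58 ± 0.51 and the protease inhibitor Serpina3n at -1.97 ± 0.80, and 0 passed adjusted over the list alone, while Cp passed over all probes without 17B (limma adjusted p = 0.0457). Its median was -0.34 without 19B. 17B had the highest score on it of the 7 rats, 0.692, and 15B scored 0.0916, so of the NRSE ODN rats only 6B and 19B lay below 0.

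The genes that the study lists as repressed after SE and rescued by the NRSE ODN were higher with the NRSE ODN at all 26 members measured (median +0.49, camera adjusted p = 4.9e-08, adjusted p = 0.453 with an estimated correlation, exact p = 0.229). The study chose this list on these samples, so the count is not independent evidence of its direction. At an unadjusted p below 0.05 there were 9 higher, and 0 passed, whether adjusted over the list alone or over all probes. The largest of the 6 named members was Olfm3, an olfactomedin of the synapse, at +1.25 ± 0.36. The glycine receptor subunit Glra2 differed by +0.80 ± 0.30, the potassium channel Kcnc2 by +0.71 ± 0.24, the adhesion receptor Adgrb2 by +0.58 ± 0.20, Cadps, which primes dense-core vesicles, by +0.49 ± 0.19, and the calcium-binding protein Cabp7 by +0.46 ± 0.17 (limma adjusted p = 0.133 for each when adjusted over the list alone). Of the members that the study places past its false discovery rate, 13 were measured and all were higher (median +0.46, camera adjusted p = 7.8e-06, adjusted p = 0.453 with an estimated correlation, exact p = 0.0857). The score of the whole list was -0.309 in 17B, within the -0.331 to -0.288 of the Scrambled ODN rats, and 0.585, -0.0779 and 0.725 in 6B, 15B and 19B.

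Of 39 known neuronal targets of NRSF, whose NRSE is also called RE1, 33 were higher and 6 lower (median +0.22, camera adjusted p = 0.00486, adjusted p = 0.471 with an estimated correlation, exact p = 0.143). Calb1 is on this list and also among the study's rescued genes. The kinase Mapk10 differed by +0.61 ± 0.23, the RNA-binding protein Elavl3 by +0.38 ± 0.20 and the GABA-synthesizing enzyme Gad2 by +0.65 ± 0.35, while the secretory granule protein Chgb differed by -0.36 ± 0.16, and 0 members passed adjusted over the list alone. 17B scored -0.126 here, where the other NRSE ODN rats scored 0.0329 to 0.216, and the median was +0.15 without 6B. REST and its co-repressors showed no shift (11 genes, median -0.05, camera adjusted p = 0.945), with Hdac1 at -0.35 ± 0.17. The probe for Rest itself was detected on 0 of the 7 arrays, and Hcn1, the channel gene whose NRSE the ODN copies, was not named on the array here. Of the NRSE genes that the study lists as not repressed, 0 were kept, so that list was not tested.

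Of 21 HCN and potassium channel genes 16 were higher with the NRSE ODN (median +0.30, camera adjusted p = 0.000864), of which Kcnq5 rose adjusted over the list alone (limma adjusted p = 0.00307) and 0 did over all probes. Higher values were also found for 18 of 19 sodium and calcium channel genes (median +0.38, camera adjusted p = 4.6e-05), such as Cacna2d3 (+0.61 ± 0.21) and Cacng2 (+0.64 ± 0.23), and for 8 of 8 GABA-A and glycine receptor subunits (median +0.54, camera adjusted p = 0.000523), such as Gabra5 (+0.89 ± 0.31) and Gabrg1 (+0.67 ± 0.21). Ionotropic glutamate receptor subunits were higher at 8 of 9 members (median +0.37, camera adjusted p = 0.00501), led by Grin2c (+0.68 ± 0.19). With an estimated correlation each of these 4 lists had adjusted p = 0.453, and in the last 3 lists 0 members passed adjusted over the list alone. Without 14B the glutamate receptor call was lost (camera adjusted p = 0.0508), and 17B lay below 0 on all 4 lists (-0.283 to -0.184), as 15B did on all but the sodium and calcium channels. With the deposited scaled values the medians were +0.10 for the HCN and potassium channels and +0.28 for the GABA-A and glycine receptors.

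Genes of calcium signalling were higher at 29 of 31 members (median +0.40, camera adjusted p = 4.9e-05), among them Nrgn (+0.61 ± 0.25), which binds calmodulin, and the calcium release channel Itpr1 (+0.73 ± 0.31). Synaptic vesicle genes were higher at 20 of 21 (median +0.22, camera adjusted p = 0.000352), with the active zone scaffolds Rims1 (+0.71 ± 0.23) and Rims2 (+0.59 ± 0.21) and the vesicle protein Vamp2 (+0.43 ± 0.16). All 12 postsynaptic density genes were higher (median +0.29, camera adjusted p = 0.00754), for example Grip2 (+0.45 ± 0.21). Each of these 3 lists had adjusted p = 0.453 with an estimated correlation, and 0 of their members passed adjusted over the list alone. Without 19B the postsynaptic density call was lost (camera adjusted p = 0.0552). 17B scored -0.276, -0.0743 and -0.259 on them and 15B -0.127, -0.0502 and -0.0463, so of the NRSE ODN rats only 6B and 19B lay above 0. The calcium median was +0.21 without 19B.

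Among neuron types, markers of CA1 pyramidal cells were higher at 5 of 6 members (median +0.82, camera adjusted p = 0.0240), with Pou3f1 at +0.90 ± 0.29 and Wfs1 at +1.08 ± 0.67. Markers of CA2 and CA3 were higher at 7 of 9 (median +0.24, camera adjusted p = 0.0292), with Cpne4 at +0.62 ± 0.22. All 17 GABAergic interneuron markers were higher (median +0.26, camera adjusted p = 0.00230), such as Nxph1 (+0.69 ± 0.29) and Pvalb (+0.81 ± 0.38). With an estimated correlation the adjusted p was 0.453, 0.453 and 0.469, and 0 members passed adjusted over the list alone. Without 8B none of the 3 calls held (camera adjusted p = 0.0729, 0.109 and 0.152), and the CA2 and CA3 call was also lost without 17B (0.101), 19B (0.0523) and 14B (0.0508). The CA1 call was also lost with detection on all 7 arrays (0.106) and with fgsea (0.0724), and the CA2 and CA3 call with fgsea (0.0694). On the 3 lists 17B scored -0.607, -0.00366 and -0.0825 and 15B -0.0412, -0.142 and -0.0769, so of the NRSE ODN rats only 6B and 19B lay above 0. On CA1 markers 17B lay within the -0.661 to -0.110 of the Scrambled ODN rats. The CA1 median was +0.54 without 6B, +0.51 without 19B and +0.41 with no filter on dim probes, the CA2 and CA3 median +0.38 without 13B, and with 1 rat left out the interneuron median ranged from +0.12 (8B) to +0.43 (13B). Dentate granule markers showed no shift (4 genes, median +0.19 and mean -0.00, camera adjusted p = 0.600).

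Oligodendrocyte markers were higher at 16 of 17 members (median +0.43, camera adjusted p = 9.6e-05, adjusted p = 0.453 with an estimated correlation), including the myelin basic protein gene Mbp (+0.56 ± 0.24), Ugt8 (+0.69 ± 0.22), which makes myelin galactolipids, and Opalin (+0.99 ± 0.40). Astrocyte markers were higher at 18 of 20 (median +0.14, camera adjusted p = 0.0226, adjusted p = 0.453 with an estimated correlation), with the glutamate transporter Slc1a2 at +0.56 ± 0.17. The astrocyte call was lost without 6B (camera adjusted p = 0.0872), 8B (0.0570) or 14B (0.0676) and with cyclic loess (0.0542) or fgsea (0.102), and its median was +0.26 without 8B. Cholesterol synthesis genes were higher at 12 of 14 (median +0.32, camera adjusted p = 0.000614, adjusted p = 0.453 with an estimated correlation), with Idi1 at +0.61 ± 0.21 and Mvd at +0.39 ± 0.17. Genes of neurogenesis and axon growth were higher at 16 of 20 (median +0.26, camera adjusted p = 0.0127, adjusted p = 0.453 with an estimated correlation), with Sox4 at +0.49 ± 0.15, a call lost with fgsea (adjusted p = 0.0724). In none of these 4 lists did a member pass adjusted over the list alone, and 17B scored -0.174, -0.179, -0.0477 and -0.0420 on them. The oligodendrocyte median was +0.65 without 14B and the neurogenesis median +0.13 without 19B.

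Cytosolic ribosomal protein genes were slightly lower, at 34 of 42 members (median -0.18, camera adjusted p = 0.00243, adjusted p = 0.626 with an estimated correlation), for example Rpl13 (-0.47 ± 0.20), and the call was lost with median scaling (camera adjusted p = 0.115). Cell cycle genes were lower at 26 of 28 (median -0.35, camera adjusted p = 0.00754, adjusted p = 0.667 with an estimated correlation), such as the replication helicase gene Mcm3 (-0.57 ± 0.43). Extracellular matrix genes were lower at 14 of 20 (median -0.29, camera adjusted p = 0.0364, adjusted p = 0.522 with an estimated correlation), with the membrane-bound metalloproteinase Mmp14 at -1.81 ± 0.54 and the urokinase gene Plau at -1.13 ± 0.32. No member of the 3 lists passed adjusted over the list alone. Without 6B, 19B and 14B in turn, the cell cycle call (camera adjusted p = 0.285, 0.198 and 0.112) and the matrix call (0.0822, 0.160 and 0.0960) were lost, and the matrix call also without 8B (0.0938), with cyclic loess (0.0542), with the deposited scaled values (0.0982), with fgsea (0.0724) and with detection on all 7 arrays (0.05004). 17B scored 0.0869, 0.50 and 0.304 on the 3 lists and 15B 0.154, 0.368 and 0.0878, so of the NRSE ODN rats only 6B and 19B lay below 0. The medians moved to -0.11 for ribosomal genes without 19B, to -0.15 without 6B and -0.58 without 17B for the cell cycle, and to -0.46 without 15B and -0.05 without 14B for the matrix.

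**Figure D3:**
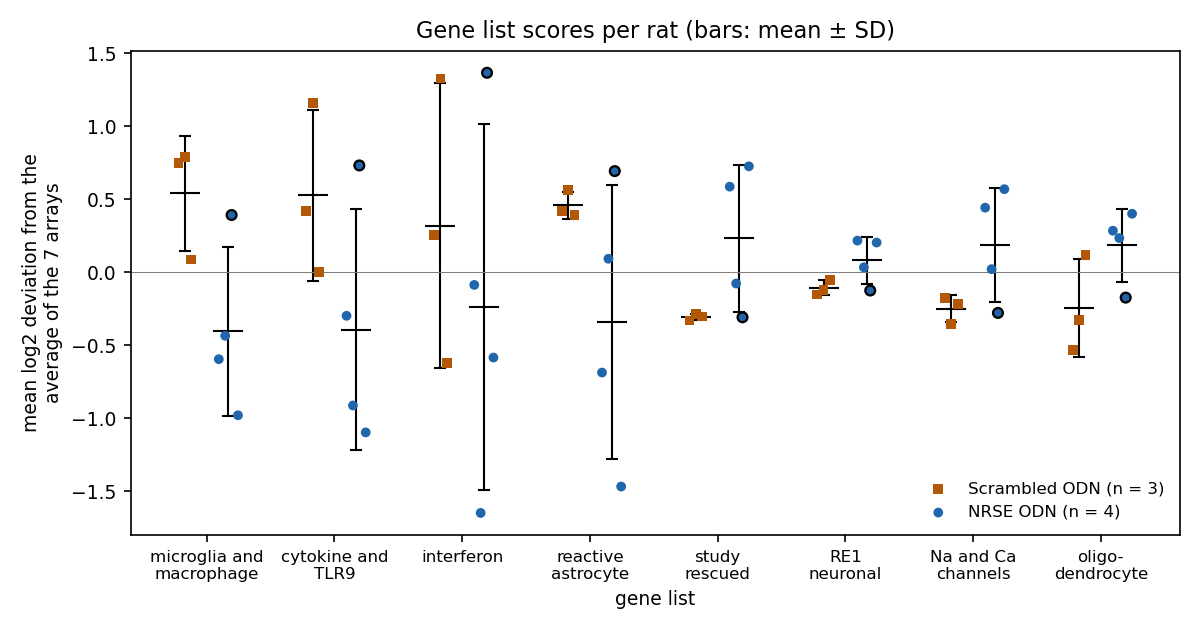
Gene list scores (mean over a list's genes of the log2 intensity minus the gene's mean over all 7 arrays) for single rats, with bars for the mean and SD of the 4 NRSE ODN rats (circles, 17B with a black outline) and the 3 Scrambled ODN rats (squares). 17B lies at 0.391 on the microglia and macrophage markers and at -0.309 on the study's rescued genes, near the Scrambled ODN rats on both.

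The other lists were not called. Immediate early genes had a median of -0.12 over 22 genes (camera adjusted p = 0.690), although the nuclear receptor gene Nr4a3 differed by +0.67 ± 0.21 and Klf2 by -0.37 ± 0.12. Neurotrophins and neuropeptides were higher at 15 of 18 (median +0.28, camera adjusted p = 0.0760), with the opioid precursor Penk at -1.85 ± 0.44, the neuropeptide gene Cort at +0.98 ± 0.28 and neurotensin, Nts, at +1.33 ± 0.42, and the list was called higher without 19B (0.0264) or 14B (0.0193), with median scaling (0.0406), with the deposited scaled values (0.0366) and with no filter (0.0449). Endothelial and pericyte markers had a median of -0.20 while camera ranked them higher (19 genes, adjusted p = 0.919), and Ptn rose adjusted over the list alone (limma adjusted p = 0.0205). Meningeal and fibroblast markers had a median of -0.13 over 14 genes (camera adjusted p = 0.798), turned to the higher side with the deposited scaled values (0.940), and were called lower without 13B (0.0447). Oligodendrocyte precursor markers (7 genes, median +0.10, camera adjusted p = 0.798) and choroid plexus and ependymal markers (8 genes, +0.25, 0.216) were not shifted. Blood markers had a median of +0.60 and a mean of -0.10 over 4 genes (camera adjusted p = 0.353), with the haemoglobin gene Hbb-b1 at +0.84 ± 0.34 and the T cell gene Cd8a at -2.52 ± 0.99.

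Heat shock and unfolded protein response genes (25 genes, median -0.10, camera adjusted p = 0.236) and apoptosis genes (14 genes, -0.17, 0.216) were not called, but without 17B both were called lower (0.00469 and 0.0279), and the first also with array weights (0.0420). Glucocorticoid and hypoxia response genes had a median of -0.14 over 16 genes (camera adjusted p = 0.457), with Hmox1, the haem-degrading enzyme, at -1.73 ± 0.62 and Ankrd37 at +0.50 ± 0.12. Mitochondrial respiratory chain genes had a median of +0.05 over 38 genes (camera adjusted p = 0.134) and were called higher with median scaling (0.00236) and with the deposited scaled values (0.000792). The 13 reference genes had a median of -0.08 (camera adjusted p = 0.269). Gapdh differed by +0.15 ± 0.13 (limma adjusted p = 0.621) and Actb by -0.11 ± 0.12 (0.692), both within the spread between rats.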

Values the study reported

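The study compared 3 rats given the random ODN and 4 given the NRSE ODN after seizures, beside control rats. It reported 12,996 genes detected in CA1, of which 371 contained an NRSE. Against control rats it counted 470 genes repressed after seizures, 39 of them with an NRSE, a contrast not made here. It described 28 genes as rescued by the NRSE ODN, and for Glra2, Myo5b and Stmn2 it also reported repression and rescue by qPCR. Its qPCR of further NRSE genes, some repressed and some unchanged after seizures, matched its array results. By chromatin immunoprecipitation it reported that NRSF binding rose after seizures at repressed genes, where it had been moderate before. Its gene set test called sets of mid-range binding repressed after seizures, and no longer significantly so with the NRSE ODN.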

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

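All tests in this part were chosen after the results were seen. Among 76 sets of 4 NRSE ODN values (array measures, named genes and list scores), 4 had a rat whose gap to the nearest other rat passed Dixon's critical value for groups of 4, where chance gives 3.8. Replicate 17B accounted for 3 of them. Its median bead CV was 4.26%, against 3.77% to 3.80% in the other NRSE ODN arrays. Pltp, one of the genes that fell, was lowest in 17B, at a log2 intensity of 10.2. Tecta, near the detection limit, was lowest in 17B at 5.46. The median number of beads was 41 in 15B and 42 in the others.

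Replicate 17B also stood with the Scrambled ODN rats on the first principal component and on the scores of the macrophage and neuronal genes. On the 100 probes that best parted the other rats, ranked without it, 17B lay at a median of 0.25 of the way from the Scrambled ODN mean to the NRSE ODN mean. It was nearer the NRSE ODN mean on 20 of the 100. Scrambled ODN rats tested the same way lay at -0.0199 to 0.563 and the other NRSE ODN rats at 0.691 to 1.26, so a wrong label may account for the place of 17B on most of these probes. The Scrambled ODN rat 14B, at 0.563, was nearer its own group's mean on only 38 of the 100. Over the probes kept, 14B correlated most highly with the NRSE ODN rat 15B (0.982). Replicate 17B was thus not the only rat that stood apart from its group. At genes that fell 17B lay instead with the NRSE ODN rats, at a log2 intensity of 5.83 for Cd72 (Scrambled ODN 9.41 to 10.3) and 8.68 for Adgre1 (10.5 to 11.5). These genes were called with 17B counted as an NRSE ODN rat, so its place there does not test the label. All 6 probes changed were also called without it. Over the 23 probes called without it, which include these 6, its position ran from 0.0121 to 1.28. Single probes thus went both ways, but the median of 0.342 was nearer the Scrambled ODN mean, and the label stays in question. A weaker effect of the ODN in this rat was not tested and stays open, since the arrays hold no direct measure of the ODN or of NRSF function.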

How the results depend on the processing

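Alternatives were fixed before the data were examined. The chip as a block was not run because the files show no chip. Array signals near the negative controls limit the dimmest genes, such as Hpgds and Rest. The 5 named genes that fell kept their direction under every alternative fitted with limma that kept their probe, with adjusted p at most 0.190, while no adjusted p of the methods' t-test was below 0.461. With limma they were called in 13 of 18 (Adgre1), 12 of 18 (Pltp), 11 of 17 (Pon3), 10 of 17 (Cd72) and 5 of 14 (Hpgds). Where a call or count moved the cause was not tested, except that a filter for all 7 arrays and a left-out array leave fewer probes or rats. The 6 probes changed became 3 without background correction, 3 with no filter, 2 with detection on all 7 arrays, 19 at an adjusted p below 0.25, and 0 with the methods' t-test (903 at an unadjusted p below 0.05). With an array left out they ranged from 0 (6B, 19B, 8B or 13B) to 23 (17B), and all 6 were among the 23. The candidate count of 595 became 340 with the methods' t-test, 394 without background correction, 306 with the deposited scaled values and 1104 with array weights, and 280 (without 13B) to 1174 (without 17B). Its mirror, 537, was 477 with the deposited scaled values, so that the balance of both turned, and became 319 with the t-test and 919 with array weights, and 259 to 943 with the same arrays left out. The 26 lists called became 0 with an estimated correlation and 0 with fry, 21 with fgsea, and 21 to 27 with an array left out. For the rescued genes the adjusted p was 0.453 with an estimated correlation, 0.310 with fry and 4.87e-10 to 4.62e-06 with an array left out. For RE1 genes it was 0.471, 0.324 and 0.000855 to 0.0403, and for interferon-stimulated genes 0.667, 0.628 and 2.66e-08 (without 17B) to 0.711 (without 15B). Medians of called lists mostly shrank without background correction and with the deposited scaled values, where that of RE1 genes went from 0.22 to 0.14 and 0.10, of postsynaptic density genes from 0.29 to 0.17 and 0.14, and of cholesterol synthesis from 0.32 to 0.20 and 0.16. Lists not called turned direction as follows, with adjusted p: endothelial with array weights (0.553; arrays left out 0.198 to 0.874), glucocorticoid with fgsea (0.429), meninges with deposited scaled values (0.940; 0.0447 to 0.966), oligodendrocyte precursors with array weights (0.688; 0.142 to 0.916), REST and co-repressors with fgsea (0.409) and without background correction (0.959; 0.798 to 0.983), and with arrays left out dentate (0.368 to 0.973) and immediate early genes (0.256 to 0.983). The log2 difference of Calb1 ranged from -0.000922 to 0.470 and that of Pdgfra from -0.0620 to 0.314 with an array left out. Of the remaining comparisons with an alternative, 705 for lists and 2998 for named genes kept direction and side of the threshold, 75 and 33 lost the call and 11 and 8 gained it.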

Other observations

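The tests in this part were chosen after the result was seen, except the splits of the rats for the number of probes changed, the test on interferon-stimulated genes and the test on dentate, CA2 and CA3 markers. Lists of macrophage genes and of resident microglia genes, drawn up after the first results and without probes below an adjusted p of 0.25, gave different values. Of 22 genes of macrophages other than resident microglia 20 were lower with the NRSE ODN (median -0.94, exact p = 0.0857 over the 35 splits), among them the scavenger receptor Cd36 (-2.18 ± 0.44), the myeloid membrane protein Ms4a7 (-3.53 ± 0.86), the lectin receptor Clec4a3 (-2.38 ± 0.63) and Arg1 (-1.80 ± 0.47). The chemokine receptor Ccr2 of blood monocytes was higher (+0.54 ± 0.16). Of 18 resident microglia genes 10 were lower and 8 higher (median -0.02, exact p = 0.8), with Rnase4 at +0.65 ± 0.18, P2ry12 at +0.64 ± 0.20 and the interferon gamma receptor Ifngr1 at -0.89 ± 0.19. The flat score depends on the choice of genes. The resident list does not hold C1qa (-0.89 ± 0.28), C1qb (-0.76 ± 0.28) or C1qc (-1.21 ± 0.37). These are on the microglia and macrophage list, where 20 members were lower and 3 higher. 17B scored 0.645 on the macrophage list, against -1.10 to -0.669 in the other NRSE ODN rats and 0.0721 to 1.06 in the Scrambled ODN rats.

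Of 23 microglia and macrophage markers 20 were lower with the NRSE ODN, a call lost with an estimated correlation. Blood left in the Scrambled ODN tissue is argued against, since the 3 haemoglobin probes were higher with the NRSE ODN, by 0.888 ± 0.533 on the log2 scale. That size leans on 13B, lowest on each probe (Hba-a1 at 10.5, against 11.7 in 8B and 12.3 in 14B). Meninges carried over with that tissue stay open. Their markers had a median of -0.127 against -0.892 for the microglia and macrophage list, but the median absolute deviation of 0.642 is over genes. Over rats the Scrambled ODN scores of the meningeal list ran from -0.371 to 0.421, and it was called lower without 13B (camera adjusted p = 0.0447). Fewer macrophages other than resident microglia in the NRSE ODN tissue may account for the lower markers as a hypothesis. The score of the macrophage list lay below that of resident microglia by a difference of -1.08, with an exact p of 0.0857, which leaves it open. This difference also depends on which genes were put on each list after the first results. The scrambled sequence holds CpG dinucleotides and the NRSE sequence none, so an innate response to the scrambled ODN could contribute, and the interferon list had a median of -0.53 with p = 0.551 (camera with an estimated correlation), which leaves that open too. A difference in CA1 macrophages due to NRSF function itself was not tested.

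The calls of higher neuronal lists were lost with an estimated correlation, and 153 other neuronal genes scored 0.362 in 6B and 0.383 in 19B but -0.0283 in 15B and -0.152 in 17B, against -0.247 to -0.135 in the Scrambled ODN rats. A dissection with more of the neighbouring fields stays open, since the smaller p of the dentate list and the CA2 and CA3 list was 0.121 (camera with an estimated correlation), with a CA2 and CA3 median of 0.245. Relief of repression at RE1 genes may raise them beyond other neuronal genes, but the shift of the RE1 score was smaller than that of these other neuronal genes, by a difference of -0.140 ± 0.0666 (exact p = 0.171, medians 0.22 and 0.33), and that of the study's rescued genes, chosen on these samples, was larger by 0.209 (exact p = 0.286), which decides nothing in either direction. The study proposes that only a subset of NRSE genes responds, namely those with mid-range binding of NRSF. Neither gene set here was sorted by binding. The other neuronal genes were cleared only of the RE1 and rescued lists, so they may hold further NRSE genes. The study's proposal was therefore not tested. A smaller share of immune cells could raise all other cell types alike, and the neuronal score exceeded the endothelial score by 0.483 ± 0.275, too close to separate. The rats highest on these neuronal genes, 6B and 19B, were lowest on the reactive astrocyte list (-0.688 and -1.47). These 3 explanations cannot be told apart with 4 and 3 rats, and they are not the only ones possible, since other differences between the rats were not tested.

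Chance could not be excluded for any of the counts and shifts tested over the 35 splits of the 7 rats into 4 and 3. For the 6 probes changed 3 splits gave as many, with 171 the highest of the others. That split puts 17B with the Scrambled ODN rats, and its count, several times the real one, points to a structure of the samples that the groups do not follow. For the candidate count of 595 and its mirror of 537, 5 splits each gave as many (highest other 1095 and 1361), and for the 26 lists called 5 did (29). For the shifts, 8 splits were as large for the rescued genes (score difference 0.538, highest other -0.719), 5 for RE1 genes (0.190 and -0.263), 18 for interferon-stimulated genes (-0.558 and -1.72) and 3 for microglia and macrophage markers (-0.946 and 1.17).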
